# Transcriptome analysis reveals the impact of arbuscular mycorrhizal symbiosis on *Sesbania cannabina* expose to high salinity

**DOI:** 10.1038/s41598-019-39463-0

**Published:** 2019-02-26

**Authors:** Cheng-Gang Ren, Cun-Cui Kong, Kun Yan, Zhi-Hong Xie

## Abstract

Arbuscular mycorrhiza can improve the salt-tolerance of host plant. A systematic study of mycorrhizal plant responses to salt stress may provide insights into the acquired salt tolerance. Here, the transcriptional profiles of mycorrhizal *Sesbania cannabina* shoot and root under saline stress were obtained by RNA-Seq. Using weighted gene coexpression network analysis and pairwise comparisons, we identified coexpressed modules, networks and hub genes in mycorrhizal *S. cannabina* in response to salt stress. In total, 10,371 DEGs were parsed into five coexpression gene modules. One module was positively correlated with both salt treatment and arbuscular mycorrhizal (AM) inoculation, and associated with photosynthesis and ROS scavenging in both enzymatic and nonenzymatic pathways. The hub genes in the module were mostly transcription factors including WRKY, MYB, ETHYLENE RESPONSE FACTOR, and TCP members involved in the circadian clock and might represent central regulatory components of acquired salinity tolerance in AM *S. cannabina*. The expression patterns of 12 genes involved in photosynthesis, oxidation-reduction processes, and several transcription factors revealed by qRT-PCR confirmed the RNA-Seq data. This large-scale assessment of *Sesbania* genomic resources will help in exploring the molecular mechanisms underlying plant–AM fungi interaction in salt stress responses.

## Introduction

Excessive soil salinization has become a serious environmental and agronomic issues^1,2^. Soil salinity severely affects crops establishment and growth, leading to substantial production losses. In addition to having developed intrinsic adaptation mechanisms, terrestrial plants have established mutually beneficial relationship with various rhizosphere microorganisms to cope with the negative effects of salinity^3^. One of the most widespread mutualistic plant–microbe relationships is that established with arbuscular mycorrhizal (AM) fungi. Nearly ninety percent of terrestrial plants, including most leguminous plants, are able to establish this type of symbiosis relationships with fungi of the division *Glomeromycota*^4^.

Many studies have found that AM fungi/plant associations make the host plant more tolerant to abiotic stresses^5^. Additionally, AM fungi have be found in hypersaline conditions, and can adapt to these environment^6^. There are reports in the literature that AM fungi enhanced plant salt tolerance and prevented plant yield losses in saline soils^7–10^. They have suggested comprehensive mechanisms to interpret the enhancement in salt tolerance of host plants by AM fungus, such as greater capacity for mineral and water uptake because a larger area of the soil explored by fungal hyphae, better osmotic status^11^ and root hydraulic conductivity^12^, maintenance of lower Na level and higher K^+^/Na^+^ ratios^13^. Nonetheless, few molecular components that allow AM plants to better tolerate salinity have been identified. Also, challenges in the field are that such protective characteristics are commonly regulated by gene network consist of multiple gene families. Hence, any study of the effect of AM symbiosis on the expression of genes with products involved in salt tolerance is complicated by the complexity and multiplicity of the protective characteristics. Nevertheless, many previous works have focused mainly on the physiological characteristics of plants during this beneficial interaction. Very few studies have been reported on transcriptome involved in the AM fungi induced systemic salt tolerance in host plants.

*Sesbania cannabina*, a soil-improving legume is used as green manure to increase the many crops yield in saline soils. Therefore, exploiting *S. cannabina* – AM fungi symbiosis represents a good strategy for reclamation of saline soils. We recently observed that AM fungi could improve salt-tolerance in *S. cannabina* and increase biomass^14,15^. In order to comprehend the underlying mechanisms of mycorrhizal plant response to saline soils, in this study, we investigated the effects of *Funneliformis mosseae* inoculation on the growth of *S. cannabina* exposed to short and long-term salt stress and identified plant genes with key roles in the response to AM fungi by transcriptome profiling in *S. cannabina* shoot and root using Illumina sequencing. We focused on characterization the transcriptome of mycorrhizal plant under salt stress to provide insights into the molecular mechanism that allows AM fungi to induce salt tolerance in plants.

## Results

### Transcriptome sequencing and assembly

In order to confirm the alleviation effect of AM fungi on *S. cannabina* under salinity, plant biomass was measured in the presence or absence of 200 mM NaCl with *F. mosseae* inoculation. In 10 days, the growth of *S. cannabina* inoculated with *F. mosseae* was faster than un-inoculated plants under saline treatment (Fig. S1). Compared with non-inoculated (NM) plants, AM-inoculated (AM) plants exhibited 61.5% and 64.7% increases in shoot and root dry weights in saline conditions, respectively, but the difference was not significant in water-treated groups (Fig. S1b,d). Similar patterns were observed in fresh biomass accumulation (Fig. S1c,e). These results suggested that *F. mosseae* promoted plant growth and biomass under saline conditions.

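Shoots and roots of *S. cannabina* plants inoculated with the AM fungus *F. mosseae* (AM plants) and of non-inoculated (NM) plants were sequenced after 0, 3 and 27 h of salt treatment. The 12 groups had 2 biological replicates each, which gives 24 samples, and each replicate pooled several seedlings. The plants grew with their roots divided over both sides of a partition, with the fungus on one side only. Because no genome was used, the authors assembled the clean reads of the samples into unigenes (assembled transcripts grouped as genes) and mapped the reads back with bowtie2. For each sample the authors deposited the number of read pairs that RSEM assigned to each unigene, in the form of expected counts without normalization. Beside them the deposited tables give FPKM values, which the authors normalized for transcript length and for the number of mapped fragments. Differential expression was tested here on the expected counts, rounded to whole numbers, with edgeR's quasi-likelihood test and TMM normalization. Correlation, clustering and expression scores used the FPKM values. The paper numbers the 2 replicates of each group, and whether samples that share a number also share other variation was checked. Deviations from the group mean correlated across unigenes with a mean r of 0.0027 between shoot samples of different groups with the same number, and of 0.0172 between root samples, with a highest value of 0.0768 in shoots and 0.3495 in roots. With the replicate number as a block in the model, 0 unigenes were differentially expressed between AM and NM shoots at 0 h. The sequencing error rate in Table 1 was 0.01% in every AM sample at 0 h and in the AM shoots at 3 h, and 0.02 or 0.03% in the other 18 samples. In shoots, all NM samples had 0.03% and no AM sample had. A difference that follows the error rate and a difference between AM and NM shoots thus cannot be told apart. Table 1 does not record sequencing runs or batches, and the error rate stands in for them here.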

To understand the mechanisms underlying AM fungi-induced plant salt tolerance, 12 *S. cannabina* RNA-Seq libraries containing two biology replicates for each treatment were constructed from tissues (shoot and root) of AM and NM plants exposed to 200 mM NaCl for 0, 3 and 27 h. The sequencing data were deposited in the NCBI GEO database under accession number GSE99532. Altogether, 1,254,209,094 Illumina paired-end raw reads were generated (Table 1). 

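The raw reads that Table 1 lists for the 24 samples add up to the paper's total of 1254209094, and the clean reads to 1199463482, or 95.635% of the raw reads. Both numbers count the reads of each pair separately.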

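The clean reads were not analysed here, and the depth of each sample was taken from the sum of its expected counts. The sums lay between 15118928 and 26109275 read pairs per sample, with a median of 16458612.5 over the 24 samples. AM shoots were the deepest, with a median of 21570020 (from 16367431 to 26109275, n = 6), against 17112992 in NM shoots (from 15699645 to 17904470, n = 6). In roots the median was 16414809 in AM plants (from 15487705 to 21716873, n = 6) and 15508767 in NM plants (from 15118928 to 16318973, n = 6). The counts amounted to between 68.2 and 74.8% of the clean read pairs of Table 1. A unigene with no count can be bounded only by this depth. The smallest share that 3 counts can show was 1.15e-05% in the deepest sample and 1.98e-05% in the shallowest. The 10 most abundant unigenes took between 5.77 and 7.78% of the counts in shoots, and between 1.82 and 3.07% in roots.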

After adaptor sequences, ambiguous nucleotides and low-quality sequences were removed, 1,199,463,482 clean reads were retained. As shown in Table S1, the clean reads assembly resulted in 202,621 unigenes in the range from 222 to 15,720 bp, with a N50 (2204 bp). 

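The deposited expression tables list 290972 unigenes, the same ones in every sample. Of these, 280837 had a count in at least 1 sample, 67188 had a count in all 24 samples, and 75618 had a mean FPKM above 1. The number of unigenes with a count varied between 143161 and 188232 per sample. It had a median of 160396.5 in AM shoots, 156365.5 in NM shoots, 173668 in AM roots and 166837.5 in NM roots (n = 6 samples each). The replicates differed most at 27 h, where AM shoots counted 143161 and 171449 unigenes and NM roots 188232 and 169863.

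**Figure D1:**
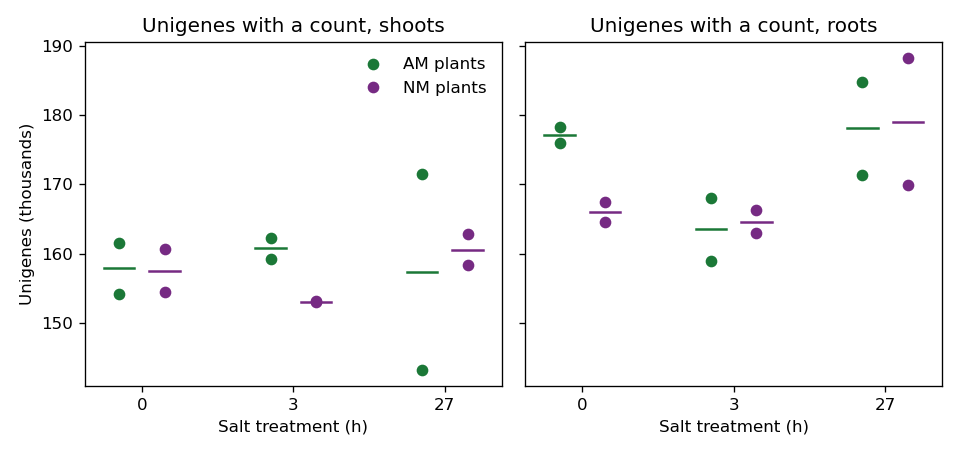
Unigenes with a count against hours of salt treatment, in shoots (left) and roots (right). Each point is 1 sample (AM plants green, NM plants purple) and each line the mean of the 2 replicates. The widest gaps between replicates are in AM shoots, NM roots and AM roots at 27 h.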

The fragments per kilobase of exon per million fragments mapped (FPKM) data were tested by correlation analysis to evaluate sampling between each pair of bioreplicates. The minimum value of all correlation coefficient between each biological pairs was 0.74. 

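Across the 290972 unigenes, Pearson's r of log10(FPKM + 1) between the replicates of a group was 0.8645 at the lowest, in NM roots at 27 h, with a median of 0.9330 and a highest value of 0.9442 over the 12 groups. These correlations are across genes within pairs of samples, and genes are not independent replicates. Between samples of different groups, r had a median of 0.9258 in shoots (60 pairs) and 0.9175 in roots (60 pairs), and of 0.7057 between a shoot and a root sample (144 pairs). The median of the replicate pairs was thus only slightly above that of pairs from different groups of a tissue, whose highest values were 0.9382 in shoots and 0.9355 in roots. The AM roots at 27 h had the second lowest replicate correlation, with an r of 0.8909. The counts of replicates differed by more than sampling alone, with a chi-square per degree of freedom from 6.8 to 11.5 over the 12 pairs. The lowest correlation depended on how FPKM was treated. It was 0.7504 with 0.1 in place of 1 added before the logarithm, 0.7708 among unigenes with an FPKM above 1, and 0.6399 as Spearman's rho.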

(Fig. S2).

**Table 1:** Summary of sequences analysis.

Sample	Raw Reads	Clean reads	Clean bases (Gb)	Error(%)	Q20(%)	Q30(%)	GC(%)
AL1	71017240	69794736	10.47	0.01	97.53	93.84	45.05
AL2	54528464	53599538	8.04	0.01	97.27	93.34	44.2
AR1	59044588	58109962	8.72	0.01	97.32	93.49	43.74
AR2	60546522	59470218	8.92	0.01	97.2	93.24	43.8
ASSL3H1	59932512	59100412	8.87	0.01	97.56	93.9	44.2
ASSL3H2	57653340	56751508	8.51	0.01	97.52	93.79	44.12
ASSR3H1	46719808	45198466	6.78	0.02	96.75	92.11	44.01
ASSR3H2	47367722	45444750	6.82	0.02	96.4	91.61	44.13
ASSL27H1	46241954	44805784	6.72	0.02	96.75	92.03	44.44
ASSL27H2	70153642	67008172	10.05	0.02	96.83	92.07	44.3
ASSR27H1	47129888	45581658	6.84	0.02	96.52	91.74	44.15
ASSR27H2	49307974	46375310	6.96	0.03	94.76	87.97	44.38
L1	51623710	48636508	7.3	0.03	94.77	87.66	44.36
L2	46500884	43656432	6.55	0.03	94.55	87.32	44.44
R1	46891272	43971630	6.6	0.02	96.1	90.69	43.71
R2	48598584	45774804	6.87	0.02	96.43	91.34	43.98
SSL3H1	48885732	45831444	6.87	0.03	94.64	87.73	45.01
SSL3H2	53389098	49955944	7.49	0.03	94.37	87.01	44.91
SSR3H1	45251108	42354266	6.35	0.03	94.61	87.46	44.16
SSR3H2	49960204	46841530	7.03	0.02	94.71	88.05	44.32
SSL27H1	53165568	49679022	7.45	0.03	94.26	86.87	44.48
SSL27H2	49662402	46455738	6.97	0.03	94.33	86.88	44.51
SSR27H1	45342204	42252524	6.34	0.02	95.46	89.51	44.21
SSR27H2	45294674	42813126	6.42	0.02	96.88	92.29	44
Total	1254209094	1199463482	179.94				

R, root; L, shoot; A, AM-inoculated; SS, salt stressd; H, Hour; Q20, The percentage of bases with a Phred value > 20; Q30, The percentage of bases with a Phred value > 30.

### Sequence annotation

As shown in Table 2, the unigenes were searched against several public databases. Among them, 180,065 unigenes (61.88%) had significant matches in Nr, 179,437 (61.66%) in Nt, and 128,079 (44.01%) in Pfam. Altogether, 215,546 unigenes (74.07%) were successfully annotated in at least one of the seven databases and 1505 unigenes (0.51%) annotated in all seven databases.

**Table 2:** BLAST analysis of non-redundant unigenes against public databases.

	Number of Genes	Percentage (%)
Annotated in NR	180065	61.88
Annotated in NT	179437	61.66
Annotated in KO	75476	25.93
Annotated in SwissProt	6939	2.38
Annotated in PFAM	128079	44.01
Annotated in GO	129894	44.64
Annotated in KOG	70231	24.13
Annotated in all Databases	1505	0.51
Annotated in at least one Database	215546	74.07
Total Unigenes	290972	100

As shown in Fig. 1A, total 129,849 unigenes were subdivided into three domians for GO analysis. In the biological process (BP) group, genes mainly annotated with ‘cellular process’ (73,541), ‘metabolic process’ (69,994), and ‘single-organism process’ (56,048). In the cellular component (CC) group mostly comprised proteins annotated with ‘cell’ (37,972), ‘cell part’ (37,967), and ‘organelle’ (25,008). As in the molecular function (MF) group, the ‘binding’ (72,987), ‘catalytic activity’ (60,633), and ‘transporter activity’ (9045) were predominantly matched terms.

**Figure 1:**
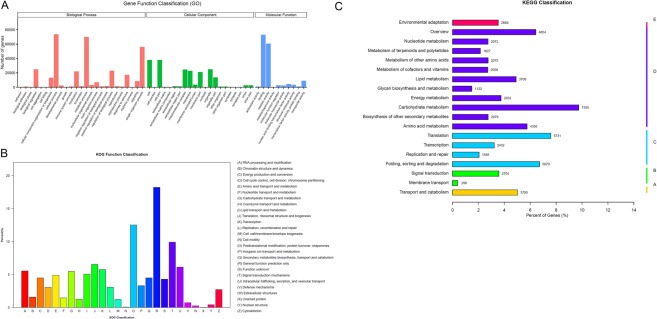
Functional annotation and classfication of *S. cannabina* transcriptome. (**A**), GO categorization of non-redundant unigenes. Each annotated sequence was assigned at least one GO term. (**B**), COG annotation of putative proteins. (**B**), KEGG annotation of putative proteins. The capital letters against the colored bars indicate five main categories, (**A**) cellular processes; (**B**) environmental information processing; (**C**) genetic information processing; (**D**) metabolism; and (**E**) organism systems.

Next, aunigenes were further annotated in the KOG database (Fig. 1B). The results show that 70,231 unigenes were assigned KOG classifications and subdivided into 26 specific groups. The highest number of unigene was belongs to ‘General functional prediction only’ (12798), seconded by ‘post-translational modification, protein turnover, chaperone’ (8788), ‘intracellular trafficking, secretion, and vesicular transport’ (6954), ‘signal transduction mechanisms’ (7613), and ‘translation, ribosomal structure and biogenesis’ (1642). Using the KEGG annotation system, unigene metabolic pathway analysis was also performed. Total of 139 pathways representing 75,476 unigenes (Fig. 1C) were predicted in this process. The pathways involving the largest number of unigene were ‘carbohydrate metabolism’ (7355), seconded by ‘translation’ (5731) and ‘folding, sorting and degradation’ (5070).

### Comparative transcript expression analysis of AM and NM plants in response to salt stress

Differentially expressed genes (DEGs) were defined as unigenes that had significantly enriched or depleted transcripts after the treatments. Based on pairwise comparison, differential expression analysis between AM and NM plants exposed to saline treatment for different times (0, 3 and 27 h) was performed (Table S2). 

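AM and NM plants at 0 h were compared as 2 samples against 2 in each tissue, the comparison that Table S2 lists for these counts. The counts added up to 26109275 and 19803197 in AM shoots, 17609759 and 15699645 in NM shoots, 21260934 and 21716873 in AM roots, and 15613381 and 16318973 in NM roots. In shoots, 24 of 84272 tested unigenes had an adjusted p under 0.05 and an absolute log2 fold change above 1, of which 3 were upregulated and 21 downregulated in AM plants. In roots, 0 of 94060 tested unigenes passed. The unigene Cluster-45083.136099 had an FPKM of 348.63 ± 48.20 (SD, n = 2) in AM shoots and no count in NM shoots. Its log2 fold change was 11.77 (standard error 0.39, adjusted p = 0.0454), a size that rests on the small count edgeR adds to zeros. The standard error here and below is the absolute log2 fold change divided by the square root of the test's F value. For a unigene with no count in a group, it does not measure how precisely the size is known. Cluster-45083.136099 was also counted in AM roots at 0 h and AM shoots at 3 h, and in none of the other 18 samples. Cluster-45083.160457 had an FPKM of 0.115 ± 0.021 (SD, n = 2) in AM shoots and 7.835 ± 0.219 (SD, n = 2) in NM shoots, a log2 fold change of -5.99 (standard error 0.29, adjusted p = 0.0395). Table S2 gives its smallest p in shoots to Cluster-45083.134552, with an FPKM of 440.81 ± 6.23 (SD, n = 2) in AM and 7.39 ± 10.44 (SD, n = 2) in NM shoots (log2 fold change 6.15, standard error 1.10, adjusted p = 0.0972). Its smallest p in roots belongs to Cluster-45083.197281, with an FPKM of 12.60 ± 0.98 (SD, n = 2) in NM roots and no count in AM roots. Its log2 fold change was -12.01 (standard error 0.33, adjusted p = 0.0924). Neither passed. With 2 samples against 2, an exact permutation test of a single unigene cannot go below p = 0.3333, so that the counts of DEGs rest on the variance that the model shares between unigenes. With each of the 4 shoot samples left out in turn, between 0 and 5 unigenes passed. The numbers changed most with the test and the filter on counts. An exact negative binomial test written after the DESeq version of the methods gave 2735 DEGs in shoots and 2210 in roots, DESeq2's Wald test gave 2662 and 1702, and edgeR without a filter gave 6451 and 0.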

It showed that 2797 and 2486 unigenes, which made up approximately 1.55% and 1.38% of the total unigenes, were differentially expressed in the shoots and roots of AM plants, respectively, compared with NM plants. 

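Salt-treated AM plants were compared with AM plants at 0 h in each tissue, again 2 samples against 2. With edgeR's quasi-likelihood test, 0 unigenes passed the thresholds in any of the 4 comparisons. The tests covered 86127 unigenes in shoots and 93368 in roots at 3 h, and 84609 and 94904 at 27 h. Unigenes to which Table S2 gives the smallest p of a comparison changed strongly. In AM shoots, the FPKM of Cluster-45083.53907 rose from 0.41 ± 0.13 (SD, n = 2) at 0 h to 47.34 ± 1.87 (SD, n = 2) at 3 h, a log2 fold change of 6.83 (standard error 0.23, adjusted p = 0.0501). In AM roots, Cluster-45083.216824 had no count at 0 h and an FPKM of 435.69 ± 249.06 (SD, n = 2) at 3 h (log2 fold change 12.08, standard error 0.39, adjusted p = 0.2799). In AM shoots at 27 h, Cluster-45083.134552 fell to an FPKM of 2.97 ± 0.88 (SD, n = 2) from 440.81 ± 6.23 (SD, n = 2), a log2 fold change of -7.16 (standard error 0.22, adjusted p = 0.0828). With any of the 4 samples of a comparison left out, the number of DEGs stayed at 0. Except in AM shoots at 27 h, the choice of test moved these numbers most. The exact negative binomial test gave 1681 DEGs in shoots and 896 in roots at 3 h, and 1217 and 1281 at 27 h. DESeq2's Wald test gave 1256, 742, 1169 and 1078 in the same order. Without a filter on counts, edgeR gave 200, 0, 5630 and 0, the largest change for AM shoots at 27 h. The log2 fold changes that Table S2 lists for 1188 unigenes in shoots and 684 in roots at 3 h correlated with those of the exact test with an r of 1.0000 across the unigenes. Of the listed unigenes, 107 and 60 had an absolute log2 fold change below 1.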

Moreover, 1188 (0.66%) and 684 (0.38%) transcripts were differentially expressed in the shoots and roots of AM plants, respectively, after 3 h of salt treatment, whilst 1049 (0.58%) and 1200 (0.67%) transcripts were differentially expressed in the shoots and roots of AM plants, respectively, after 27 h of salt treatment. Commonly up- and downregulated unigenes were identified between AM and NM plants in response to short- and longterm salt stress to evaluate the overlap degrees. There were 238 upregulated and 280 downregulated transcripts in AM plant shoots comparing 3 h with CK (Fig. 2a,b), while 459 transcripts were upregulated and 438 transcripts were downregulated in AM plants shoots comparing 27 h with CK (Fig. 2c,d).

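AM and NM plants were compared at each time, and the DEGs of a time that were not DEGs in the same direction at 0 h were counted. With edgeR's quasi-likelihood test, 0 unigenes passed between AM and NM shoots at 3 h (84385 tested) and at 27 h (79493 tested), and 0 between AM and NM roots (87297 and 95251 tested), so that every region outside the 0 h circle held 0 unigenes. The region of shoots at 0 h held 3 upregulated and 21 downregulated DEGs. Whether the other regions held any unigenes depended on the test and on the samples in the fit. With the exact negative binomial test, 331 upregulated and 407 downregulated DEGs of shoots at 3 h lay outside the 0 h circle, and 448 and 602 at 27 h. DESeq2's Wald test gave 230 and 273 at 3 h, and 317 and 419 at 27 h. When all 12 shoot samples shared 1 edgeR fit, the regions held 7 and 12 unigenes at 3 h, and 88 and 153 at 27 h. An up- or downregulated unigene in 1 circle only passed the thresholds at that time and not at 0 h, which was not a test of the difference between the times.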

**Figure 2:**
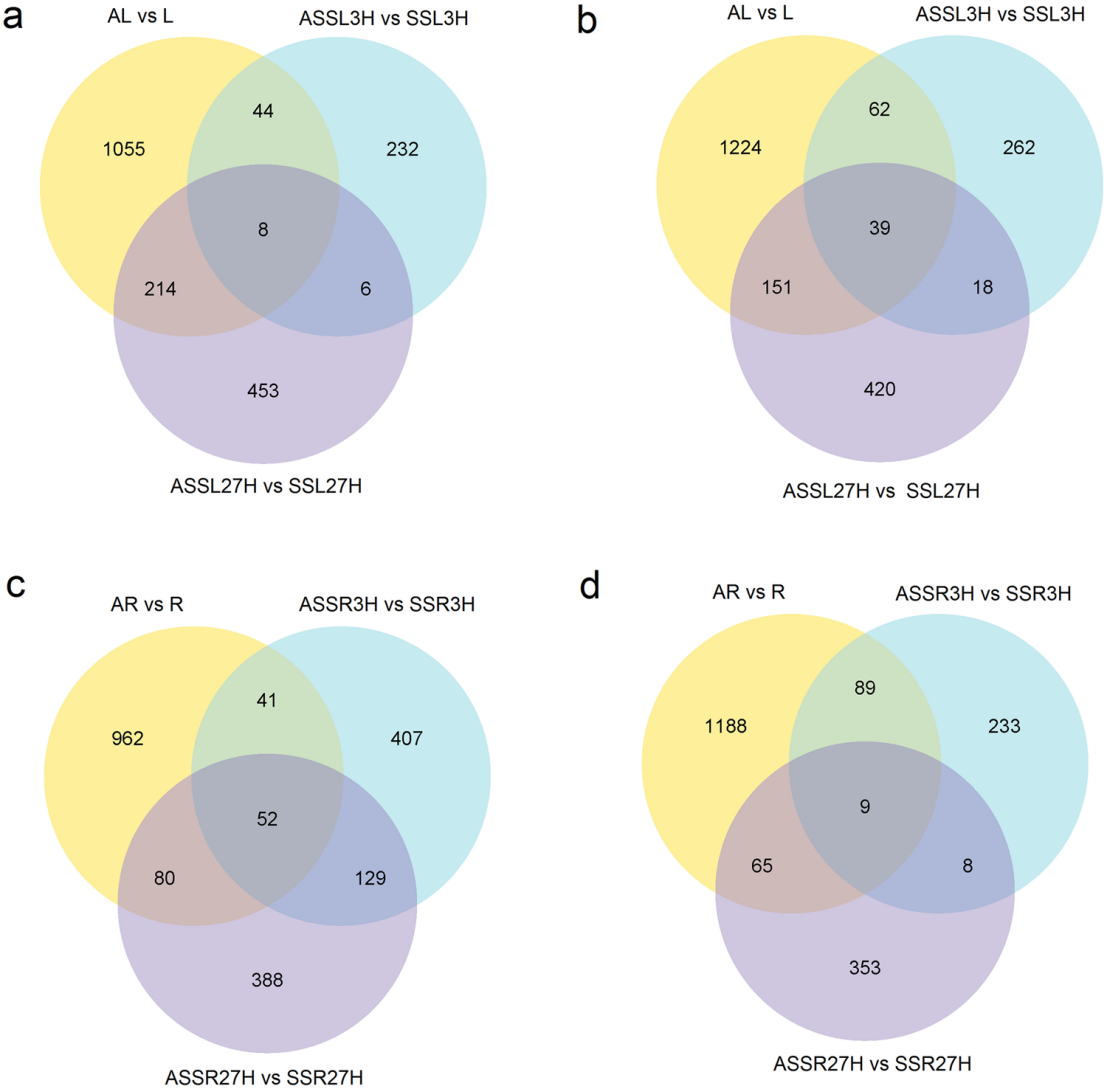
Venn diagrams of differentially expressed transcripts in AM and NM plants under saline treatment in *S. cannabina* plantlets. (**a**), Numbers of DEGs exclusively upregulated in each treatment; (**b**), Numbers of DEGs exclusively downregulated in each treatment. The numbers of DEGs with common or opposite expression change tendencies between treatments are shown in the overlapping regions. The total numbers of up- or downregulated genes in each treatment are the sum of the numbers in each circle.

In order to reveal co-regulation patterns among the DEGs in mycorrhizal *S. cannabina* in response to short and long periods of saline treatment, the expression profiles of the unigenes were analysis by a hierarchical clustering algorithm. 

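The samples were clustered on the unigenes that passed in any of the 14 comparisons (247 unigenes), with log2(FPKM + 1) centred per unigene within each tissue and Pearson's r across the unigenes as similarity. In 10 of the 12 groups, the 2 replicates were each other's nearest sample. The exceptions were AM and NM roots at 3 h, where replicate 2 of the AM roots lay nearest to replicate 2 of the NM roots (r = 0.5858 across unigenes). In shoots, the uppermost division of the tree separated the 4 AM samples at 0 and 27 h from the 2 AM samples at 3 h and the 6 NM samples. In roots, it separated the 4 samples at 27 h, from AM and NM plants, from the 8 samples at 0 and 3 h. Most of the 247 unigenes had been selected by the comparison of NM roots at 27 and 0 h (223 DEGs), and none by a comparison of AM and NM roots, so that a division of the roots by time was built into the choice of unigenes. With all 75618 unigenes of a mean FPKM above 1 in place of the DEGs, the replicates of only 3 of the 12 groups were each other's nearest samples. From its clustering, the paper concludes that the DEGs had distinct patterns in AM and NM plants under salt.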

It showed distinct expression patterns for DEGs in AM and NM plants in response to saline treatments (Fig. S3).

### Weighted Gene Coexpression Network Analysis (WGCNA)

To explore the acquired salinity tolerance in AM *S. cannabina*, 10,371 genes were selected to construct a scale-free coexpression network using WGCNA. 

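The genes for the network were taken as the union of the DEGs of the 14 pairwise comparisons, kept where the mean FPKM of the 2 replicates was above 2 in at least 1 of the 12 groups. With edgeR's DEGs, 246 unigenes met these conditions, and 247 without the condition on FPKM. The number followed the test that chose the DEGs. It was 7764 with the DEGs of the exact negative binomial test and 3555 with the DEGs of edgeR fits over all 12 samples of a tissue.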

WGCNA is a systemic approach especially for understanding biology networks instead of individual genes. 

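The connectivity of a gene was computed as the sum of its absolute Pearson correlations with the other genes over the 12 group means of FPKM, each raised to the power of 9. For the 246 network genes, the mean connectivity was 26.70. A straight line through the logarithms of connectivity and of the share of genes, in 10 bins, gave an R2 of 0.1940 and a slope of -0.1907. The fit rested on which genes entered. With the 7764 DEGs of the exact negative binomial test as network genes, the R2 was 0.6130, with a slope of -0.7033 and a mean connectivity of 424.0. WGCNA itself was not available, and the fit was computed from its published definition.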

In order to confirm that the network was biologically relevant, the scale-free topology model fit and the mean connectivity of the network was evaluated over a range of soft threshold powers (β), before selecting β = 9 (Fig. S4). 

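The network genes were clustered by average linkage on their topological overlap, and the tree was cut at the single height that gave the most clusters of at least 100 genes. The dynamic tree cut of WGCNA was not run. Among the 246 network genes this gave 1 module with 128 genes and left 118 genes outside. A search with 5 simulated modules found all 5. Among the 7764 DEGs of the exact negative binomial test, the same steps gave 12 clusters, of which 5 modules remained once clusters with eigengenes closer than 0.25 were merged. They held 1398, 1303, 349, 241 and 137 genes, and 4336 genes lay outside.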

A dynamic hierarchical tree algorithm was used to divide the clustering tree constructed from the DEGs, resulting in five coexpression modules, which were labeled turquoise (3,999 genes), blue (2,832 genes), brown (2,328 genes), yellow (676 genes), and green (263 genes) (Figs 3 and S5). The gene cluster modules were enriched in specific GO functional terms, and statistically significantly enriched terms (*p* < 0.05) were selected for further analysis. The genes in the turquoise module were mainly associated with organic substance biosynthetic processes (*p* = 5.1087E-16), organonitrogen compound metabolic processes (*p* = 3.2913E-20), cell parts (*p* = 5.0073E-18), intracellular regions (*p* = 9.10E-13), and structural molecule activity (*p* = 2.7081E-60); genes in the blue module were mainly involved in oxidation-reduction processes (*p* = 8.1242E-28), single-organism metabolic processes (*p* = 8.40E-19), membrane protein complexes (*p* = 0.028578), oxidoreductase activity, acting on other nitrogenous compounds as donors, with NAD or NADP as acceptor (*p* = 0.032091), metal ion binding (*p* = 0.000449) and catalytic activity (*p* = 4.03E-11); genes in the brown module were involved in single-organism metabolic processes (*p* = 0.000863) and oxidoreductase activity (*p* = 0.012702); the genes of the yellow module were involved in organic substance catabolic processes (*p* = 9.97E-05), lipid metabolic processes (*p* = 0.001364) and hydrolase activity, acting on glycosyl bonds (*p* = 0.000244); and genes of the green module were mainly involved in trehalose biosynthetic processes (*p* = 0.036706), disaccharide biosynthetic processes (*p* = 0.036706) and oligosaccharide biosynthetic processes (*p* = 0.64995).

**Figure 3:**
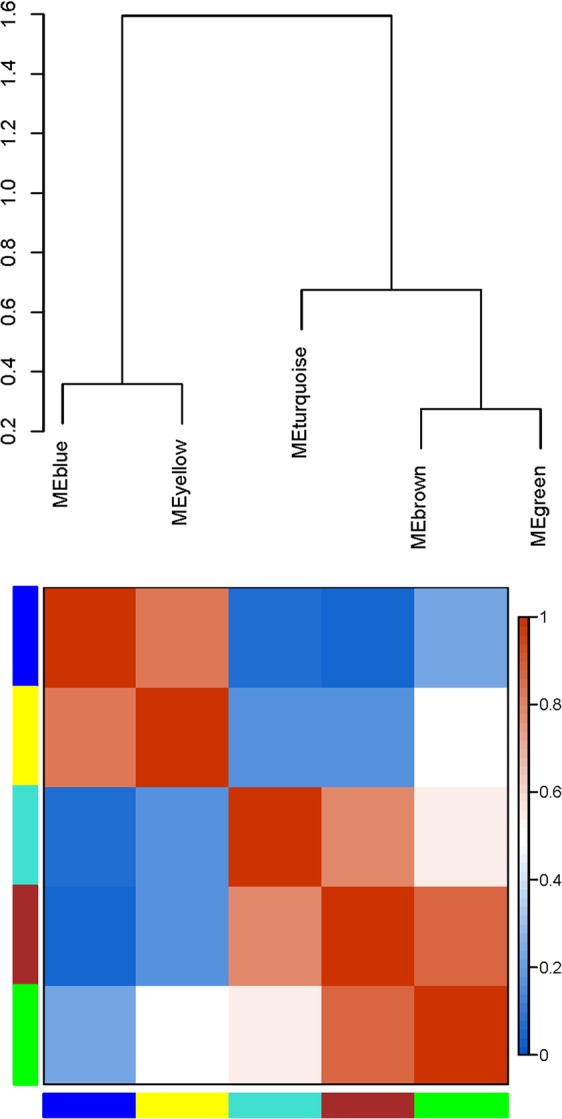
Gene co-expression modules in *S. cannabina* tissues showing the cluster dendrogram constructed based on the eigengenes of the modules (above) and the heatmap for the correlation coefficient between the modules (below).

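The supplementary lists name 1482 genes of the blue module by ID, all of them in the expression tables, and the eigengene was taken as the first principal component of their scaled FPKM within each tissue. It held 38.9% of their variance over the 12 shoot samples and 21.4% over the 12 root samples. The lists are cut, so that the rest of the module's genes could not be used. In shoots, the eigengene correlated with AM inoculation with Pearson's r = 0.9177 and Spearman's rho = 0.8690. The exact permutation p was 0.0093 for both, the smallest that the 216 arrangements of the AM labels within times allow (adjusted p = 0.0185 over 4 relations). In roots, r was 0.6395 and rho 0.5794, with the same permutation p of 0.0093 for both (adjusted p = 0.0185). Without the 2 samples farthest from the median eigengene, r was 0.9298 in shoots and 0.5365 in roots. Every AM sample lay above every NM sample of its tissue and time. With salt (0 h against 3 and 27 h), the eigengene of shoots had r = -0.0862 (exact permutation p = 0.4978) and rho = -0.1024 (exact permutation p = 0.6400), with an adjusted p = 0.4978. In roots, r was -0.2929 (exact permutation p = 0.2178) and rho -0.3073 (exact permutation p = 0.2889), with an adjusted p = 0.2904. Without the 2 farthest samples, r with salt was 0.2733 in shoots and -0.0593 in roots, so that its sign in shoots rested on those samples. Error rates did not overlap between AM and NM shoots, and within one error rate the relation with AM inoculation could not be computed there. In roots, the AM samples at 3 h (0.2666 and 0.4062) lay above replicate 2 of the NM roots at 3 h (0.1208), all with an error rate of 0.02%. Their Q30 in Table 1 still differed, with 92.11 and 91.61% against 88.05%. At 27 h and 0.02%, replicate 1 of the AM roots (-0.0797, Q30 91.74%) lay above both NM samples. These had -0.5117 (Q30 89.51%) and -0.5547 (Q30 92.29%). Among the settings tried, the 85 hub genes alone moved r with AM inoculation in shoots most, to 0.8833. With 6 group means r was 0.9277, and the exact permutation p = 0.25 was the smallest that 8 arrangements allow. The authors had chosen the genes from the same samples, so that the p-values describe the listed genes and not an independent set. From the correlations of its module eigengenes, the paper concludes that the blue module was positively related to both salt stress and AM inoculation.

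**Figure D2:**
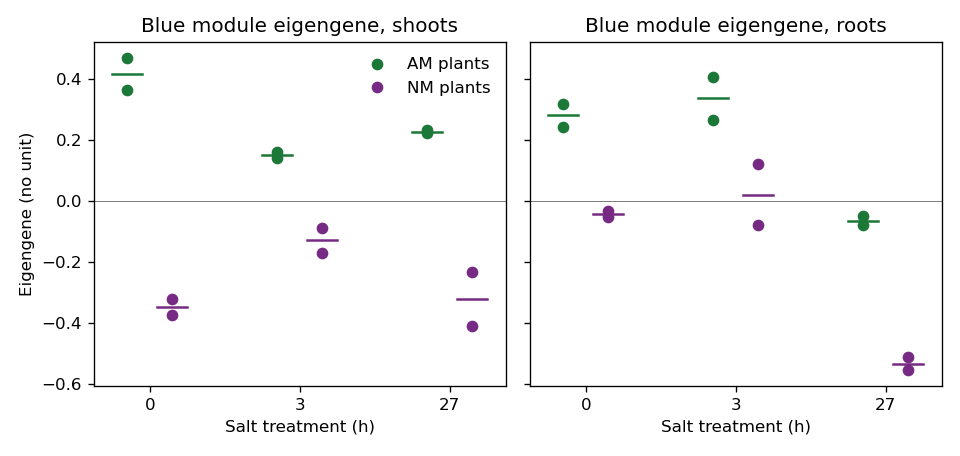
Eigengene of the listed blue module genes (no unit) against hours of salt treatment, in shoots (left) and roots (right). Each point is 1 sample (AM green, NM purple) and each line the mean of the 2 replicates. At every time the AM samples lie above the NM samples, with means from 0.1505 to 0.4165 in AM shoots and from -0.3461 to -0.1277 in NM shoots.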

At last, the results of eigengene–trait correlation analysis indicated that the blue module was positively correlated with both salt stress and AM inoculation after multiple testing correction (*p* < 0.05) (Fig. S6). Identifying the genes in this module and their biological roles in response to salinity and AM inoculation was of particular interest, so functional annotation was performed. Detailed information on the GO enrichment in the modules is provided in Table S3 with *P*-value < 0.05. According to it, the blue module was significantly enriched with unigenes functioning in oxidation-reduction processes, oxidoreductase activity, photosynthetic membranes, and iron ion binding. 

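For each GO term, the blue module genes that Table S3 lists by ID (19 per term) were given a score, the mean of log2(FPKM + 1) over the genes. The score of a term was compared between AM and NM shoots within each time, by an exact permutation test over 216 arrangements with adjustment over the 12 terms and pathways scored. As for the eigengene, the authors had chosen these genes from the same samples. The p-values of all 12 sets thus describe the listed genes and are not an independent test. The photosynthetic membrane genes (19 of the 74 in the paper's list) scored 0.2211 higher in AM than in NM shoots (exact permutation p = 0.0093, adjusted p = 0.0370). The score at 0 h was 7.570 ± 0.041 (SD, n = 2) in AM and 7.259 ± 0.038 (SD, n = 2) in NM shoots. Genes for iron ion binding (19 of 70) scored 0.2559 higher in AM shoots (exact permutation p = 0.0093, adjusted p = 0.0370). In both terms every AM shoot sample scored above every NM sample of its time. Genes for oxidoreductase activity (19 of 367) differed by only 0.0376 (exact permutation p = 0.3611, adjusted p = 0.3939). With a pseudocount of 0.1 in place of 1 the difference was -0.0832. Among the listed genes with an FPKM above 1 it was 0.1228 (exact permutation p = 0.0463, adjusted p = 0.0741). For salt within AM or within NM shoots, the exact permutation test could not go below p = 0.0667, so that no score could pass. Iron ion binding changed by -0.2464 with salt in AM shoots (exact permutation p = 0.0667, the smallest possible). Its scores at 0 h (3.9233 and 4.1377) lay above the highest AM score under salt (3.8748). AM shoots and NM shoots had no error rate in common, so that the scores could not be compared at a single error rate. From the enrichment of these terms, the paper proposes that the activities are central in mycorrhizal plants under salt.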

These biological activities may play central roles in mycorrhizal plants under saline stress. 

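Pathways were scored in the same way from the genes that Table S4 lists by ID, the mean of log2(FPKM + 1) over 19 genes each. The glycine, serine and threonine genes (19 of the paper's 39) scored 0.1747 higher in AM than in NM shoots (exact permutation p = 0.0556, adjusted p = 0.0741). The difference was 0.3547 at 0 h, -0.0812 at 3 h and 0.2507 at 27 h, and at 3 h both NM samples lay above both AM samples. Genes for alanine, aspartate and glutamate metabolism (19 of 21) scored 0.2178 higher in AM shoots (exact permutation p = 0.0463, adjusted p = 0.0741), again with the NM mean higher at 3 h, by a difference of -0.0498. In roots these genes scored lower in AM plants, by a difference of -0.1801 (exact permutation p = 0.0093), while the glycine, serine and threonine genes scored 0.0670 higher (exact permutation p = 0.0185), both without adjustment. Photosynthesis had the largest difference of the 12 scored sets in shoots, 0.4040, and ascorbate and aldarate metabolism was the only set below 0, at -0.0495. Expression as TMM-normalized log2 CPM (counts scaled to the library size) moved the amino acid scores most, to 0.3774 for alanine, aspartate and glutamate. That the AM shoots were sequenced with lower error rates than the NM shoots cannot be separated from these differences.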

KEGG pathways (http://www.genome.jp/kegg/) enrichment analysis (Table S4) showed that photosynthesis, carotenoid biosynthesis and glycine, serine, alanine, aspartate and glutamate metabolism were the most enriched physiological processes.

Hub genes are genes which have the most connections in a network. 

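Table S5 lists 85 hub genes, all of them in the expression tables, and 34 carry the annotation of a transcription factor. Most of the transcription factors were expressed at low levels. The median FPKM of the 34 was 0.1954 over the shoot samples and 0.5133 over the root samples. Of the 34, 13 had an FPKM below 1 in all 24 samples. Some factors annotated as LHY were strongly expressed, with mean shoot FPKM from 80.4 (Cluster-45083.137026) to 453.1 (Cluster-45083.136635). The 51 other hub genes had a median FPKM of 94.7275 in shoots and 1.9467 in roots, and each of the 51 was higher in every shoot sample than in every root sample. Among the transcription factors this held for 6. The mean log2(FPKM + 1) of the 51 genes was 0.3684 higher in AM than in NM shoots (exact permutation p = 0.0093, the smallest possible). For the 34 transcription factors the difference was -0.0170 (exact permutation p = 0.2315). Both groups of hub genes come from a module that the authors built on these same samples, so that the p-values are not an independent test. Table S6 joins 1188 pairs of hub genes and leaves 2382 pairs unjoined. Over the 12 group means of FPKM, joined pairs had a mean Pearson's r of 0.3479 and other pairs 0.3101, a difference of 0.0378 (permutation p = 0.2073 from 100000 shuffles of the gene names over the network). With all 24 samples in place of the group means the difference was 0.0345.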

As shown in the blue module, 34 of the 85 hub genes (the top 3%) encoded transcription factors (Tables S5 and S6). The majority of transcription factors belonged to the MYB family, followed by the WRKY, ethylene-responsive transcription factor and circadian regulator TCP families. 

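By the annotations in Table S5, the 34 transcription factors among the hub genes comprised 11 of the WRKY family, 9 MYB or MYB-related factors, 5 ethylene-responsive transcription factors (ERF), 5 bZIP factors including TGA, 2 general transcription factors, 1 TCP factor and 1 bHLH factor. The factor with the highest node degree in Table S5 was Cluster-22499.2, annotated as ethylene-responsive transcription factor 1, with a degree of 30. Its FPKM was 0.008 ± 0.029 (SD, n = 12) in shoots and 0.116 ± 0.180 (SD, n = 12) in roots, which is near the limit of what the depth can show. Cluster-45083.140038, annotated as the MYB-related factor LHY, had a node degree of 29 and an FPKM of 0.241 ± 0.357 (SD, n = 12) in shoots.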

Besides genes encoding transcription factors, photosystem I subunit (Cluster-45083.137562, Cluster-45083.138788, Cluster-45083.140135), ribose 5-phosphate isomerase A (Cluster-45083.140006), light-harvesting complex II chlorophyll a/b binding protein (Cluster-45083.139493, Cluster-45083.138788) and peroxidase (Cluster-45083.145260) genes had the highest connectivity in the network (Fig. 4; Table S5).

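Table S5 gives each hub gene a node degree. Over the 85 hub genes these degrees add up to less than the 1188 joined pairs require. They therefore do not count every joined partner of a gene. The degree was 18 for ribose 5-phosphate isomerase A (Cluster-45083.140006), 16 for peroxidase (Cluster-45083.145260) and for photosystem I subunit II (Cluster-45083.140135), and 11 for photosystem I subunit VI (Cluster-45083.137562). It was 11 for Cluster-45083.138788, which Table S5 annotates as a light-harvesting complex II protein, and 10 for Cluster-45083.139493. The highest node degree was 32, for beta-amyrin synthase (Cluster-45083.137894), and 20 hub genes had a higher degree than ribose 5-phosphate isomerase A. The named genes were expressed mostly in shoots. Cluster-45083.138788 had an FPKM of 1854 ± 238 (SD, n = 12) in shoots and 10.75 ± 2.96 (SD, n = 12) in roots. Cluster-45083.140135 had 349.8 ± 52.9 (SD, n = 12) and 7.57 ± 1.64 (SD, n = 12). Peroxidase Cluster-45083.145260 had 47.5 ± 8.8 (SD, n = 12) and 7.17 ± 1.04 (SD, n = 12). For each of the 6 genes the lowest shoot sample lay above the highest root sample, so that correlations over both tissues together reflect mainly the tissue. The connectivity in the authors' network, a sum of edge weights, is not in the files analysed here.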

**Figure 4:**
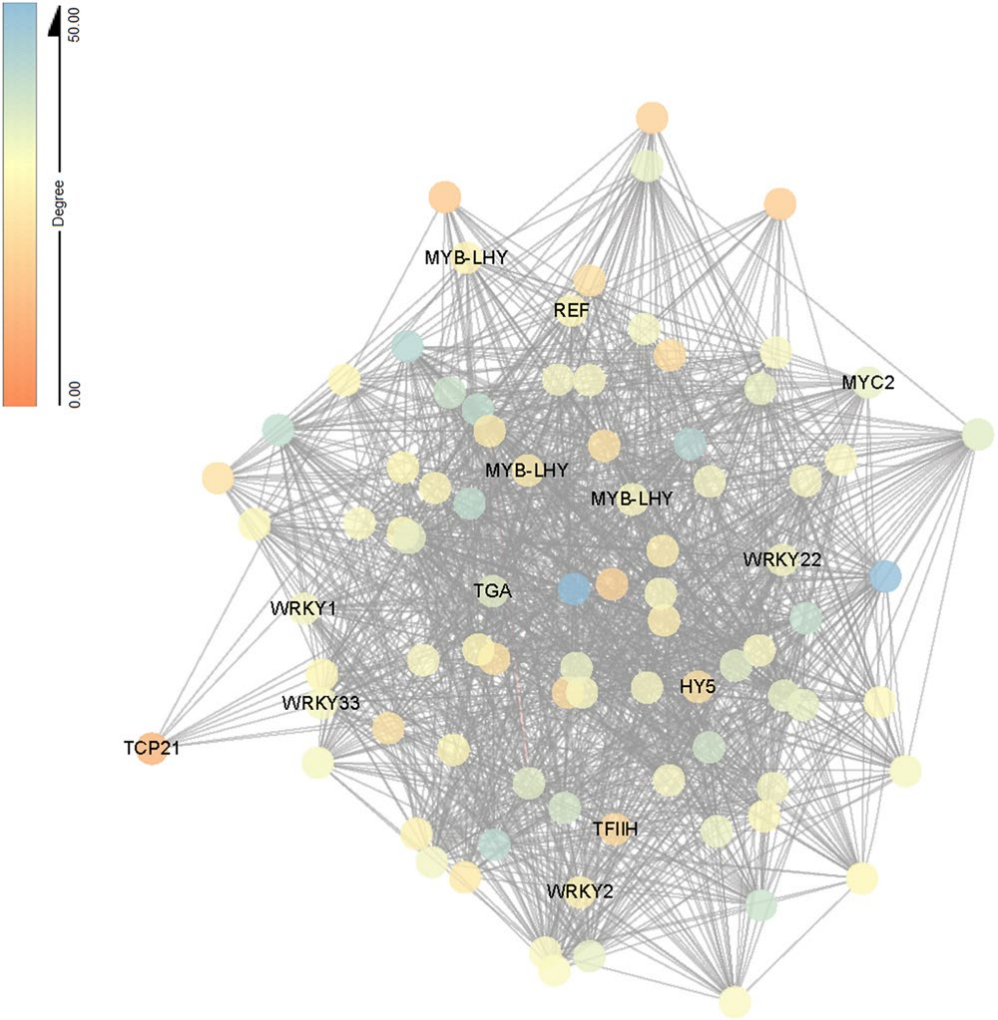
Network visualization of interactions between hub genes in bule module. Transcription factors are labeled with name. Eighty-five genes (top 3% of hub) are visualized by Cytoscape.

### Validation of RNA-Seq data by qRT-PCR

To verify our bioinformatics analyses, the expression levels of 12 selected genes which encode WRKY transcription factor, MYB-related transcription factor LHY, ethylene-responsive transcription factor, transcription factor TCP, photosystem I subunit VI, ribose 5-phosphate isomerase A, light-harvesting complex II chlorophyll a/b binding protein, copper/zinc superoxide dismutase (SODC), nickel-containing superoxide dismutase, catalase, glutathione peroxidase, peroxidase were quantified by qRT-PCR. The results showed comparable expression patterns of all the selected genes in real-time PCR analysis and in the RNA-Seq data (Fig. S7a,b). 

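The RNA-Seq values of the 12 genes in Table S7 were compared between AM and NM shoots at each time. The differences in mean log2(FPKM + 1) averaged over the times were positive for 8 genes and negative for 4. The largest was 0.5939 for glutathione peroxidase (Cluster-45083.126381, exact permutation p = 0.0185, adjusted p = 0.0556), whose FPKM was 43.79 ± 3.63 (SD, n = 2) in AM and 23.22 ± 0.52 (SD, n = 2) in NM shoots at 0 h. Photosystem I subunit VI (Cluster-45083.137562) was 0.2752 higher in AM shoots (exact permutation p = 0.0093, adjusted p = 0.0556), with 300.1 ± 25.9 (SD, n = 2) against 237.4 ± 9.3 (SD, n = 2) at 0 h. WRKY transcription factor 2 (Cluster-45083.140116) was lower in AM shoots at every time, by an average difference of -0.3122 (exact permutation p = 0.0093, adjusted p = 0.0556). At 3 h its FPKM was 4.29 ± 0.06 (SD, n = 2) in AM and 5.81 ± 0.12 (SD, n = 2) in NM shoots. The ethylene-responsive transcription factor 1 (Cluster-39554.0) had an FPKM between 0.015 and 0.200 in every group mean. Transcription factor TCP21 (Cluster-45083.236039) had none in any AM shoot sample and 0.40 ± 0.57 (SD, n = 2) in NM shoots at 27 h. Its FPKM was above 0 only in replicate 2 of these NM shoots (0.80) and in replicate 1 of the AM and NM roots at 27 h (3.36 and 5.99). These samples are among those at 27 h that shared 6131 unigenes counted in no other sample. The difference of the ethylene-responsive factor was -0.1117 (exact permutation p = 0.0556, adjusted p = 0.0833). At 0 and 3 h both of its NM samples lay above both AM samples. Neither of these factors passed. After adjustment over the 12 genes, 0 had an adjusted p under 0.05, and 0.0093 was the smallest exact permutation p possible. With TMM-normalized log2 CPM in place of FPKM, 5 genes had. The qRT-PCR measurements are not in the files analysed here. AM and NM shoots had no sequencing error rate in common, so that no gene could be compared at a single error rate. From its qRT-PCR values, the paper concludes that the genes had comparable patterns on both platforms.

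**Figure D3:**
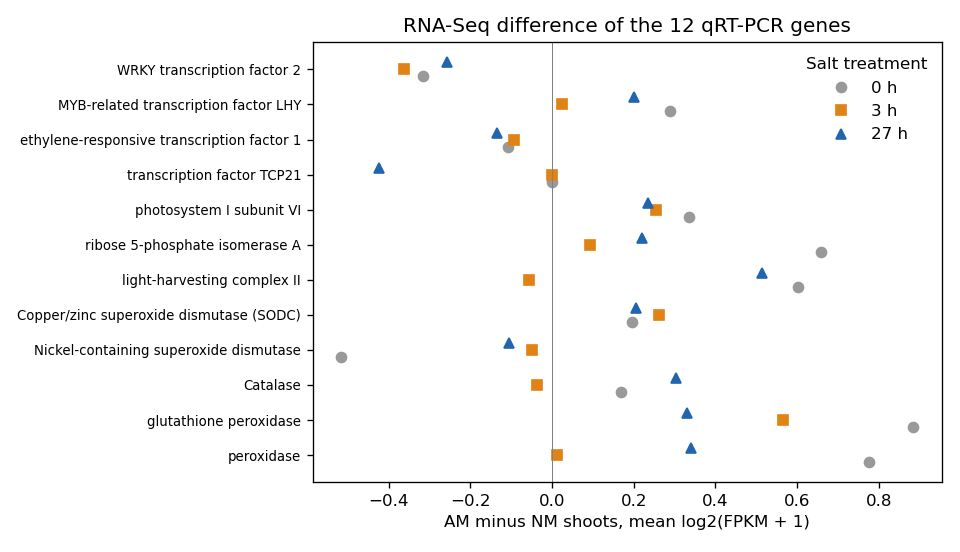
AM minus NM shoots in mean log2(FPKM + 1) for the 12 genes (rows) at 0, 3 and 27 h of salt treatment (grey circles, orange squares, blue triangles; means of 2 replicates). WRKY transcription factor 2 lies left of 0 at every time, and glutathione peroxidase right of 0, falling from 0.8851 at 0 h to 0.3302 at 27 h.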

The correlation between RNA-Seq and qRT-PCR platforms was also calculated using SPSS V17.0 (SPSS, Inc., Chicago, IL, USA), the pearson correlation coefficients were 0.903 and 0.939 (Fig. S7c), confirming that our experimental results were valid.

## Discussion

It has been proposed that mycorrhizal colonization enhances plant salt tolerance by improving photosynthetic ability, water and nutrient uptake, ion balance and osmolyte concentrations, among other characteristics^16–18^. However, information about the molecular bases of such effects is limited. The present study demonstrated that *F. mosseae* alleviated salinity stress in *S. cannabina* as shown in previous studies. Illumina sequencing and WGCNA analysis were used to reveal the gene network stimulated by AM fungi in *S. cannabina* plantlets under salt treatment.

Improvements in photosynthetic activity have been reported in mycorrhizal plants growing under saline conditions. It has been found that AM inoculation improved the photosynthetic efficiency of maize, primarily though increasing gas exchange capacity and the PSII efficiency and regulating the energy distribution between photochemical and non-photochemical processes^19^. Similar conclusions were drawn by Lin *et al*.^20^ in experiments with *Leymus chinensis* seedlings. Another study showed that AM inoculation enhanced photosynthetic efficiency by improving stomatal conductance and protecting photochemical events of PSII against salt stress^10^. In this study, photosynthesis was one of the most enriched pathways and included genes related to photosystem II, photosystem I and the light-harvesting chlorophyll–protein complex (Fig. S8a,b; Table S4). 

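The photosynthesis genes of the blue module that Table S4 lists by ID (19 of the paper's 78) had a mean log2(FPKM + 1) of 8.841 ± 0.015 (SD, n = 2) in AM shoots and 8.242 ± 0.013 (SD, n = 2) in NM shoots at 0 h, a difference of 0.5983. The difference was 0.3823 at 3 h and 0.2313 at 27 h, and at each time both AM samples lay above both NM samples. Averaged over the times it was 0.4040 (exact permutation p = 0.0093, the smallest possible, adjusted p = 0.0370). The authors had chosen the module genes from these same samples, so that the p-value is not an independent test. Antenna proteins (19 of 26), the proteins of the light-harvesting complexes, were 0.1801 higher in AM shoots (exact permutation p = 0.0278, adjusted p = 0.0556). Their difference was 0.3130 at 0 h, 0.0152 at 3 h, where the samples overlapped, and 0.2120 at 27 h. Salt changed the photosynthesis score by -0.2189 in AM shoots (exact permutation p = 0.1333) and by 0.0726 in NM shoots (exact permutation p = 0.4667), with a smallest possible p of 0.0667. The AM effect was thus largest before any salt was given. In roots the photosynthesis genes scored 0.2124 higher in AM plants (exact permutation p = 0.0185, without adjustment). Among the shoots, the 0.01% error rate belonged only to AM samples at 0 and 3 h, and all NM shoots had 0.03%. This leaves error rate and inoculation inseparable in this comparison. Among the settings tried, TMM-normalized log2 CPM moved the antenna proteins most, to 0.3973. The paper takes the enrichment of these genes, with its measurements of photosystem II, as evidence that AM fungi help maintain photosynthesis under salt.

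**Figure D4:**
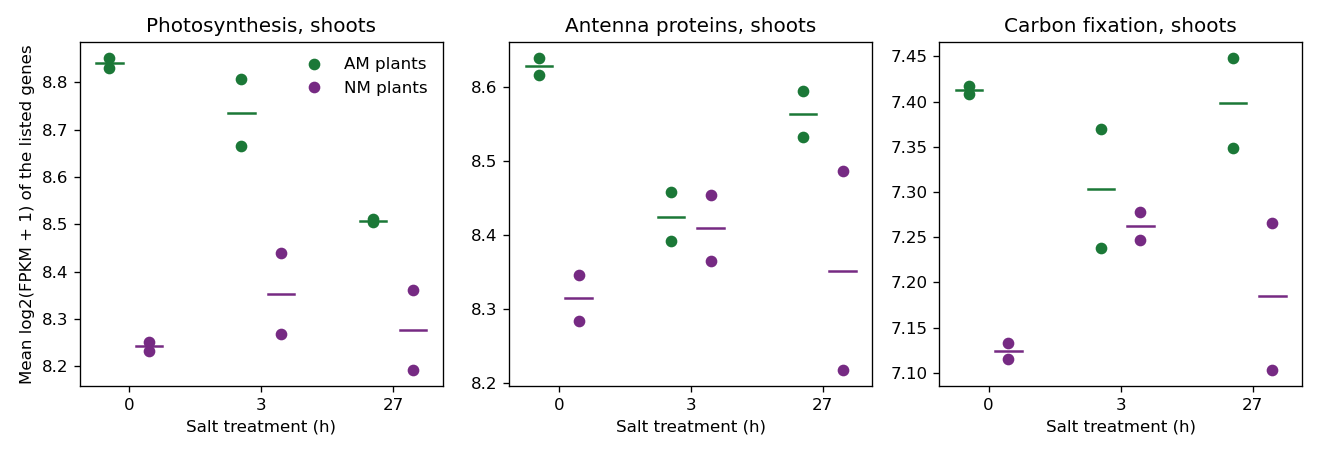
Mean log2(FPKM + 1) of the listed genes for photosynthesis, antenna proteins and carbon fixation in shoots, against hours of salt treatment. Each point is 1 sample (AM green, NM purple) and each line the mean of the 2 replicates, and the axes do not start at 0. For photosynthesis and antenna proteins the AM samples lie highest at 0 h, and for antenna proteins and carbon fixation they overlap with the NM samples at 3 h.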

Enzymes involved in carbon assimilation such as 5-bisphosphate carboxylase/oxygenase (Rubisco) also play a key role in photosynthesis process^21^. Mo *et al*.^22^ discovered that AM inoculated watermelon seedlings had higher water-use efficiency and Rubisco activity than NM seedlings under drought treatment. In contrast, data about Rubisco enzyme in AM plants under salt treatment is limited. 

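Genes for carbon fixation in photosynthetic organisms that Table S4 lists by ID (19 of the paper's 58) had a mean log2(FPKM + 1) of 7.413 ± 0.006 (SD, n = 2) in AM and 7.124 ± 0.012 (SD, n = 2) in NM shoots at 0 h. At 3 h the values were 7.304 ± 0.093 (SD, n = 2) and 7.262 ± 0.022 (SD, n = 2), and the samples overlapped. At 27 h both AM samples again lay above both NM samples, by 0.2139 on average. Over the times the difference was 0.1814 (exact permutation p = 0.0278, adjusted p = 0.0556 over 12 sets). Salt changed the score by -0.0619 in AM shoots (exact permutation p = 0.4667) and by 0.0994 in NM shoots (exact permutation p = 0.3333). The related genes for glyoxylate and dicarboxylate metabolism (19 of 60) were 0.2314 higher in AM shoots (exact permutation p = 0.0556, adjusted p = 0.0741). Their difference was 0.4299 at 0 h, -0.0305 at 3 h, where the samples overlapped, and 0.2950 at 27 h. Normalized counts in place of FPKM enlarged the differences over the times, to 0.3074 for carbon fixation and 0.4163 for glyoxylate and dicarboxylate metabolism. The small chain of ribulose-bisphosphate carboxylase (Cluster-45083.138828), a hub gene, had an FPKM of 29132 ± 6677 (SD, n = 12) over all shoot samples. Inoculation and sequencing error rate varied together in the shoots, and neither difference could be recomputed at a single error rate.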

The present study showed genes related to carbon fixation in photosynthetic organisms were also significantly enriched (Fig. S8c; Table S4). All of the above, plus we found that AM inoculation increasing photosystem II efficiency (ΦPSII) values, carbohydrate content, and the activities of ADP-glucose pyrophosphorylase (AGPase) and starch synthase, and a decrease in non-photochemical quenching of chlorophyll fluorescence (NPQ) (Fig. S9), led to the conclusion that AM fungi enhance salinity tolerance of *S. cannabina* by maintaining photosynthetic ability.

Salinity stress can induce the formation of ROS, its excessive accumulation cause oxidative stress^23^. Several reports have proved that AM inoculation enable host plants to tolerate saline stress by elevating the activities of antioxidant enzymes including superoxide dismutase (SOD), catalase (CAT), glutathione reductase (GR), and peroxidase (POX)^16,24–26^. 

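Of the 376 genes that the paper counts for the term oxidation-reduction process, Table S3 lists 19 by ID. Their mean log2(FPKM + 1) was 0.1796 higher in AM than in NM shoots (exact permutation p = 0.0185, adjusted p = 0.0556 over 12 sets). At 0 h it was 3.396 ± 0.0996 (SD, n = 2) in AM and 3.083 ± 0.076 (SD, n = 2) in NM shoots, and at 27 h 3.378 ± 0.023 (SD, n = 2) and 3.203 ± 0.041 (SD, n = 2). At 3 h the difference was 0.0514 and the samples overlapped. Salt changed the score by -0.0373 in AM shoots (exact permutation p = 0.6) and by 0.1628 in NM shoots (exact permutation p = 0.0667, the smallest possible). In roots the AM plants were lower, by a difference of -0.0639 (exact permutation p = 0.1389). Leaving out 1 shoot sample at a time moved the AM effect between 0.1562 and 0.2031. The comparison of AM and NM shoots is also one of sequencing error rates, as in the other sets.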

In the current study, the most enriched GO functional term (*p* < 0.05) in the module that was positively correlated with both saline treatment and AM inoculation was ‘oxidation-reduction process’. Some of the unigenes were verified by qRT-PCR, and the increased expression levels of genes related to SOD, CAT, GR and POX in AM plants compared with NM plants indicated that AM fungi enhanced the ROS-scavenging capacity in *S. cannabina* plants. 

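Among the genes measured by qRT-PCR, the RNA-Seq values of the antioxidant genes in shoots were as follows. Copper/zinc superoxide dismutase (Cluster-45083.142570) was 0.2207 higher in AM shoots in mean log2(FPKM + 1) (exact permutation p = 0.0741, adjusted p = 0.0889 over 12 genes), with an FPKM of 88.48 ± 4.77 (SD, n = 2) in AM and 76.73 ± 7.85 (SD, n = 2) in NM shoots at 27 h. Nickel-containing superoxide dismutase (Cluster-45083.94812) was lower in AM shoots, by a difference of -0.2239 (exact permutation p = 0.0185, adjusted p = 0.0556), with 0.61 ± 0.28 (SD, n = 2) against 1.29 ± 0.09 (SD, n = 2) at 0 h. Catalase (Cluster-45083.134446) had a mean FPKM between 0.225 and 0.615 in every shoot group, and its difference of 0.1450 had an exact permutation p = 0.3333. Another catalase unigene, the hub gene Cluster-45083.138654, had 2042.0 ± 499.6 (SD, n = 12) in shoots. Peroxidase (Cluster-45083.145260) was 0.3766 higher in AM shoots (exact permutation p = 0.0278, adjusted p = 0.0667). Its FPKM was 58.44 ± 7.23 (SD, n = 2) in AM and 33.57 ± 1.54 (SD, n = 2) in NM shoots at 0 h, and 48.90 ± 1.33 (SD, n = 2) and 48.59 ± 5.44 (SD, n = 2) at 3 h. Table S7 lists no glutathione reductase. Its glutathione peroxidase gene (Cluster-45083.126381) had the largest difference of the 12 genes, 0.5939 higher in AM shoots (exact permutation p = 0.0185, adjusted p = 0.0556), with an FPKM of 36.65 ± 0.44 (SD, n = 2) in AM and 24.47 ± 2.15 (SD, n = 2) in NM shoots at 3 h. With only the salt-treated times, 3 and 27 h, the differences were 0.2334 for copper/zinc superoxide dismutase, -0.0780 for nickel-containing superoxide dismutase, 0.1330 for catalase, 0.1764 for peroxidase and 0.4483 for glutathione peroxidase. The smallest exact permutation p among these 5 was 0.1111, and the smallest possible was 0.0556. From the expression of these genes in its qRT-PCR, the paper concludes that AM fungi enhanced the capacity to scavenge ROS.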

To date, the studies about effects of AM inoculations on nonenzymatic antioxidants accumulation in the host plant are limited. Ascorbate is the most important antioxidant in plants and, in association with other components of the antioxidant system, protects plants against oxidative damage resulting from aerobic metabolism and photosynthesis. Carotenoids function as photoprotectants by quenching ROS before oxidative damage can occur, or by active non-photochemical quenching (NPQ), or heat dissipation, of excess light energy^27,28^. 

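Genes for ascorbate and aldarate metabolism, of which Table S4 lists all 18 by ID, had a mean log2(FPKM + 1) that differed by -0.0495 between AM and NM shoots (exact permutation p = 0.4815, adjusted p = 0.4815 over 12 sets). At 3 h both NM samples lay above both AM samples, with 4.968 ± 0.115 (SD, n = 2) against 4.861 ± 0.028 (SD, n = 2). At 27 h the AM samples were higher, with 5.087 ± 0.007 (SD, n = 2) against 5.038 ± 0.018 (SD, n = 2). The sign depended on the normalization, and with TMM-normalized log2 CPM (counts scaled to the library size) the difference was 0.0714. The paper's enrichment p-value for this pathway in Table S4 is 0.0158 before and 0.0921 after correction. All 19 genes for carotenoid biosynthesis are listed by ID. They were 0.0833 higher in AM shoots (exact permutation p = 0.2685, adjusted p = 0.3222), with differences of 0.1261 at 0 h, -0.1178 at 3 h and 0.2415 at 27 h. In roots they were 0.0950 higher in AM plants (exact permutation p = 0.0278, without adjustment). Salt raised the carotenoid score by 0.1409 in AM shoots (exact permutation p = 0.2000) and by 0.2052 in NM shoots (exact permutation p = 0.1333), against a smallest possible p of 0.0667.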

Our data showed that pathways associated with ascorbate and aldarate metabolism and carotenoid biosynthesis were significantly enriched (Fig. S10; Table S4), which could reflect key mechanisms of acquired systemic salt tolerance in AM *S. cannabina*.

To sum up, this study showed that tolerance of *S. cannabina* to salinity stress was improved by AM inoculation. In order to identify genes essential in the acquired salinity tolerance of AM plants, we investigated transcriptome data from *S. cannabina* tissues under salt stress using Illumina sequencing and WGCNA analysis. This analysis revealed one coexpression module that responded to salt stress and AM inoculation in shoots. 

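In shoots, the eigengene of the listed blue module genes was 0.4165 ± 0.0740 (SD, n = 2) in AM plants at 0 h, 0.1505 ± 0.0139 (SD, n = 2) at 3 h and 0.2277 ± 0.0066 (SD, n = 2) at 27 h. In NM shoots it was -0.3461 ± 0.0362 (SD, n = 2), -0.1277 ± 0.0578 (SD, n = 2) and -0.3209 ± 0.1241 (SD, n = 2). The gap between AM and NM shoots was thus widest at 0 h, before salt was given, and narrowest at 3 h. With salt the eigengene fell in AM shoots and rose in NM shoots at 3 h, and this difference in direction was not tested. In roots the eigengene, computed separately, was lowest at 27 h, with -0.0640 ± 0.0221 (SD, n = 2) in AM and -0.5332 ± 0.0304 (SD, n = 2) in NM plants. When the 12 group means of both tissues entered together, the eigengene lay between 0.1927 and 0.3936 in all shoot groups and between -0.3029 and -0.2675 in all root groups. The relation with salt changed sign when single samples were left out, with r from -0.3282 to 0.2041 in shoots. From the relation of the module to salt and inoculation, the paper concludes that photosynthesis, ROS scavenging and specific transcription factors were central to the tolerance.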

The results showed that genes related to photosynthesis, ROS scavenging and specific transcription factors played central roles in the plant salt tolerance acquired through AM symbiosis. Our work may facilitate plant functional genomic studies, such as by suggesting candidate genes as potential markers of tolerance to salt stress.

## Materials and Methods

### Plant material and treatments

*S. cannabina* (Retz.) Pers. seeds from a single population (Shandong Academy of Agricultural Sciences, China) were surface sterilized (10% hydrogen peroxide, 10 min) before use. The seeds were pregerminated and sown in autoclaved zonolite. *Glomus mosseae* (BGC NM03D) was propagated with *Trifolium repens* plants for 60 days, infected roots, hyphae, spores and substrate was used as inoculum. After 2 weeks, each seedlings were transferred to a PVC pots (1 L) with a partition in the middle, and the roots of each seedling were divided and buried on both sides of the partition with autoclaved zonolite; on one side the roots were inoculated with 10 g inoculums containing approximately 121 spores. *S. cannabina* plants were cultured in 12 h photoperiod, 25/17 °C (day/night), and 600 μmol m^−2^ s^−1^ light intensity. Three-week-old plantlets were used for all treatments with 200 mM NaCl solution. The 27-h group was treated first and then the 3-h group was treated 24 h later. After the treatments were performed, all samples from the three treatments (0, 3, and 27 h) were harvested at the same time point, frozen immediately in liquid N_2_ and stored at −80 °C before use.

### Quantification of Arbuscular mycorrhizal fungal colonization

Percentage of mycorrhizal roots colonization was measured according the gridline intersection method after samples were stained with trypan blue as previously described^14^.

### RNA isolation and sequencing

Total RNA extraction and purification, and cDNA library construction were performed as previously described^29^. Samples from three seedlings were pooled for a single biological replicate; total RNA from two biological replicates was isolated. RNA-Seq library was constructed using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, Ispawich, USA). Then, Illumina HiSeq. 4000 platform were used for RNA-Seq libraries sequencing, 150-bp paired ended reads were generated. It was carried out by Novogene Bioinformatics Technology Co. Ltd (Tianjing, China).

### Assembly and annotation

The clean reads were obtained by removing low-quality regions and adapter by NGS QC Toolkit (v2.3)^30^, for all following analyses. Trinity was used for transcriptome assembly with min_kmer_cov set to 2 by default^31^. Functional annotation of unigene were based on seven public databases, Nr (NCBI non-redundant protein sequences), Nt (NCBI non-redundant nucleotide sequences), Swiss-Prot (a manually annotated and reviewed protein sequence database), KOG/COG (Clusters of Orthologous Groups of proteins), KO (KEGG Ortholog database), Pfam (Protein family) and GO (Gene Ontology), using the Blast2GO software with a cutoff E-value of 10^−6^.

### Quantification and differential analysis of gene expression levels

First, gene expression levels were estimated by RSEM^32^, the clean data were mapped back onto the transcriptome assembly using bowtie2 by default (mismatch 0). The read count for unigenes was obtained and normalized to fragments per kilo base of transcript sequence per millions base pairs sequenced (FPKM). Second, differential expression between two treatments was analyzed using the DESeqR package (1.10.1)^33^. The *P*-values were adjusted by Benjamini’s approach^34^ for controlling the false discovery rate (FDR); FDR adjusted *P* < 0.05 and absolute value of log2 ratio > 1 were set as the threshold for significant differential expression. GO enrichment analysis of DEGs was carried out using the GOseq R package based on Wallenius’ non-central hyper-geometric distribution^35^, which can adjust for gene length bias in DEGs. The statistical enrichment of DEGs in KEGG pathways^36,37^ was performed by the KOBAS software.

### Construction and Visualization of Co-expression network

Gene co-expression networks were constructed by WGCNA package (v1.29) in R^38^. Genes with averaged NRPKM values from two replicates > 2 were used for the WGCNA unsigned network construction, and the average NRPKM values were imported into WGCNA. Modules were obtained using the automatic network construction function blockwiseModules with default settings, except that the power of nine was chosen to make the networks showed an approximate scale-free topology (model fitting index *R*^2^ = 0.9), TOM-Type was signed, minModuleSize was 100, and merge Cut Height was 0.25. The edge weight (from 0 to 1) of any two genes was determined by the topology overlap measure provided in WGCNA. Connectivity was defined as the sum of the weights across all the edges of a node, and the top 3% of genes with the highest connectivity in the network were defined as hub genes^39^.

To identify modules that were significantly associated with the acquired salt tolerance in AM plants, the module eigengene was calculated in each module, and then correlated with each sample (saline treatments, AM fungi inoculation and tissues). Only modules with *P* < 0.05 were considered related modules. Coexpression patterns and interactions of hub genes were visualized using Cytoscape^40^.

### qRT-PCR analysis

Total RNA was extracted from shoots using TRIzol (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s instructions, with three biological replicates each sample. The reverse transcription reactions were performed using the GoScript™ Reverse Transcription System (Promega, Madison, WI, USA). The quantitative real-time (qRT)-PCR analysis was conducted with an iCycler iQ real-time PCR detection system (BIO-RAD). Each reaction was completed in a total volume of 20 μl including 0.2 μM primers, 2 μl diluted cDNA, and 10 μl 2 × SYBR Green PCR Master Mix (TaKaRa Bio Inc., Dalian, China). Gene-specific primers were showed in Table S5. Actin and tubulin genes were used for normalization (Table S7). Relative gene expression levels of each gene were calculated using the 2^−△△^*C*t method.

### Photosynthetic parameters

Gas exchange and modulated chlorophyll fluorescence parameters were simultaneously detected using a LI-6400XTR Portable Photosynthesis System equipped with a Fluorometer (Li-Cor, Lincoln, NE, USA). Efficiency of Photosystem II (ΦPSII) and non-photochemical quenching of chlorophyll fluorescence (NPQ) were calculated according to a previously described method^15^.

### Measurement of total carbohydrate content

Root tissue was used to measure the total carbohydrate content according to previously described method^29^. In brief, non-structural carbohydrates were extracted from 100 mg non-AM root tissues. The extract was hydrolyzed by adding HCl (3 M) boiling for three hours. Then it was neutralized by adding Na_2_CO_3_. Total carbohydrate content was measured using anthrone-sulfuric acid colorimetric method, the absorbance was monitored at 630 nm.

### Measurement of enzyme activities

The extraction and investigation of the activities of the AGPase and starch synthase were performed as previously described^29^, with three replicates for each treatment.

## Supplementary information

Transcriptome analysis reveals the impact of arbuscular mycorrhizal symbiosis on Sesbania cannabina expose to high salinity

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

## Data Availability

Raw sequencing data, as well as the assembly was deposited in NCBI GEO database under accession number GSE99532. All data generated or analysed during this study are included in this published article [and its supplementary information files].

How the deposited data were processed for this re-analysis (not part of the article)

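RNA-Seq of shoots and roots of *S. cannabina* was analysed in 12 groups: AM and NM plants after 0, 3 and 27 h of salt treatment, with 2 biological replicates per group and 24 samples in all. The paper gives 200 mM NaCl and plants of 3 weeks, and the sample labels give 150 mM and 30 days, and neither number entered a computation. The authors trimmed the reads, assembled them with Trinity, mapped them back with bowtie2 and estimated with RSEM the expected counts of each unigene, which were deposited without normalization. The authors also deposited FPKM values for each unigene and sample, normalized for transcript length and mapped fragments. The alignment, the assembly and the removal of reads are therefore included in the files and were not repeated, and the reads, the assembled sequences and the qRT-PCR measurements were not analysed here. No genome or annotation of the unigenes was used beyond the supplementary tables.

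The tables list 290972 unigenes in every sample. The expected counts added up to between 15118928 and 26109275 per sample, so that 3 counts correspond to a share from 1.15e-05 to 1.98e-05% of a sample. AM shoots were deeper (median 21570020) than the other samples (medians 17112992 in NM shoots, 16414809 in AM roots and 15508767 in NM roots).

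Differential expression was tested in 14 pairwise comparisons with edgeR 4.0.16 in R 4.3.3 on the expected counts rounded to whole numbers, with TMM normalization, the default filter on low counts (filterByExpr) and the quasi-likelihood test, each comparison fitted on its own 4 samples. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. The standard error given for a log2 fold change was its absolute value divided by the square root of the F value. With no count in a group, it does not measure the precision of the size. Whether the salt response differed between AM and NM plants was tested as an interaction in a fit of the 12 samples of a tissue. Alternatives were DESeq2 1.42.0, an exact negative binomial test written after the first version of DESeq, DESeq2's size factors, no filter, the adjusted p alone, all 12 samples of a tissue, and the replicate number as a block. Each replicate was also left out in turn. Counts were also simulated with 200 genes changed 8-fold and the same dispersion of 0.1 in every gene. There edgeR recovered 96% of the changed genes, DESeq2 93%, the exact test 70.5% and the interaction test 61.5%. With a single dispersion, the simulation does not rank the tests on the deposited counts.

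Replicates were compared by Pearson's r of log10(FPKM + 1). Network genes needed a mean FPKM above 2 in at least 1 group. Since WGCNA was not available, the scale-free fit (power 9, 10 bins), the topological overlap and the modules (at least 100 genes, merging below 0.25) were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plots were drawn with matplotlib 3.10.9. On simulated data the module search found 5 of 5 modules. The modules of the paper were studied through the 1482 blue module genes, 85 hub genes and 12 scored sets that the supplementary tables name. These lists are cut to about 19 IDs per term, so that the scores describe part of most sets. The authors had chosen the genes from the same samples, so that tests on them are not independent.

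Differences between AM and NM samples in an eigengene, a score or a gene of Table S7 were tested by exact permutation of the AM labels within each time (216 arrangements, smallest p 0.0093), and salt by permutation of the salt labels within AM and within NM (225 arrangements, or 15 within one inoculation with a smallest p of 0.0667). In simulations without an effect, 4% of such tests had a p under 0.05, and 80% did with an effect of 2 SD. Scores used log2(FPKM + 1), with a pseudocount of 0.1, TMM-normalized log2 CPM and genes with an FPKM above 1 as alternatives. For the genes of Table S7, the alternatives were a pseudocount of 0.1, TMM-normalized log2 CPM and the times 3 and 27 h alone. Some single hub genes, such as Cluster-22499.2 and Cluster-45083.137894, and the interaction unigenes were named outside the rule below. The other unigenes named in the text were chosen by a rule written before the expression tables arrived. It takes the unigenes that the paper's results name by ID, the genes of Table S7, the unigene with the smallest p in each sheet of Table S2, the transcription factors among the hub genes as a group, and in each comparison the 3 DEGs with the largest absolute log2 fold change whose samples do not overlap between the groups.

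The error rates of Table 1 divide the samples in a way that follows inoculation. All NM shoots had 0.03%, AM shoots had 0.01 or 0.02%, and AM roots at 0 h had 0.01% against 0.02% in NM roots at 0 h, so that relations in shoots could not be recomputed within an error rate. A correlation of the eigengene with traits over both tissues together was left out because shoots and roots form separate clusters. The actin and tubulin IDs of Table S7 are not in the expression tables. Annotation, GO and KEGG enrichment and the physiological measurements were not recomputed, since the files analysed here do not hold their inputs.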

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

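Unigenes whose salt response differed between AM and NM plants were flagged because an interaction term tests the difference between the plants itself, which the paper does not report. In the edgeR fit of the 12 samples of a tissue, 11 unigenes passed in shoots at 3 h (10 with a more positive response in AM plants). At 27 h 57 passed in shoots (47 more positive), and in roots 1 passed at 3 h and 0 at 27 h. With the replicate number as a block, 1 and 6 passed in shoots at 3 and 27 h, and 0 in roots at 3 h. A block also takes a residual degree of freedom. In shoots at 3 h, Cluster-45083.135731 had a mean FPKM of 7.59 at 0 h and 9.11 under salt in AM plants, and 8.35 and 0.29 in NM plants (log2 difference 4.99, standard error 0.28, adjusted p = 0.0036). In shoots at 27 h, Cluster-45083.214134 went from 1.20 to 20.83 in AM plants and from 33.81 to 33.76 in NM plants (log2 difference 4.14, standard error 0.30, adjusted p = 0.0094). In roots at 3 h, Cluster-45083.65609 went from 2.75 to 0.90 in AM plants and from 0 to 2.18 in NM plants (log2 difference -11.81, standard error 0.68, adjusted p = 0.0227).

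A difference between sequencing batches was tested for these unigenes by the error rates of Table 1, which were lowest in the AM shoots at 0 and 3 h and not in those at 27 h. The number in shoots at 27 h was 5.1818 times that at 3 h, as a batch difference predicts, and roots showed no such increase. Among the roots, however, only AM roots at 0 h had an error rate of 0.01%. A batch that follows the error rate would thus not cancel in roots at 3 or 27 h, yet 1 and 0 unigenes passed there. The root numbers therefore do not speak for a batch. The ratio in shoots depended on the fit. With only the 8 samples of the 4 groups there were 59 unigenes at 3 h and 1 at 27 h, and without a filter on counts 5033 and 4485. Library depth was tested by thinning every sample to 15118444 counts. The number in shoots at 3 h was then 2, a ratio of 5.5, and that at 27 h was 40. In 9 of the 11 unigenes at 3 h and 41 of the 57 at 27 h, the AM shoots at 0 h had the lowest of the 4 group means, so that the AM samples at 0 h largely set the result. Both predictions were written before the tests were run. They were met in the main fit, and the prediction for batches was not met in these other fits. At 3 h the error rates do not change between 0 h and salt in AM or in NM shoots, so that a batch that follows them cancels. The depth of the shoots was also similar at 0 and 3 h within AM and within NM plants. Thinning removes counts whatever the source of a result, and it raised the DEGs of AM against NM shoots at 0 h from 24 to 188, so that the fall from 11 to 2 does not single out depth. The source of the result at 3 h was not determined. At 27 h the number was 57 before and 40 after thinning, and these totals do not show whether the same unigenes passed. A difference in salt response at 27 h cannot be told apart from a batch difference. Paralogs, GC content and mislabelling were not tested.

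The comparison of NM roots at 27 h with NM roots at 0 h was flagged because it is a signal in a comparison the paper does not report. With edgeR, 223 unigenes passed, 82 upregulated and 141 downregulated, where 12 of the 14 comparisons gave 0. With the replicate number as a block, which also takes a residual degree of freedom, 0 passed. Cluster-45083.142532 had an FPKM of 4.95 ± 0.74 (SD, n = 2) at 27 h and no count at 0 h (log2 fold change 12.12, standard error 0.47, adjusted p = 0.0412). Cluster-45083.155847 had 99.83 ± 9.12 (SD, n = 2) at 0 h and no count at 27 h (log2 fold change -11.82, standard error 0.34, adjusted p = 0.0368), and Cluster-45083.204328 had 7.995 ± 1.789 (SD, n = 2) at 0 h and no count at 27 h (log2 fold change -11.74, standard error 0.51, adjusted p = 0.0459).

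Against library depth, the number rose to 393 after thinning, a ratio of 0.5674, which is weak evidence because thinning moved the numbers of other results in both directions. Against reads from another organism or material in replicate 1 of the NM roots at 27 h, which counted the most unigenes of all samples, 0.4484% of the DEGs had an FPKM there more than 3 times that of replicate 2. A unigene that differs so much between replicates would seldom pass with 2 samples against 2, so that this low value was largely fixed in advance and is no evidence against such reads. Added reads can only raise a unigene, however, and 141 of the 223 DEGs were downregulated. This argues against such reads as the source for these 141. Against a difference between sequencing batches, 93.8967% of the DEGs that were fitted in AM roots (200 of 213) changed in the same direction there. The median absolute log2 fold change was 1.87 in NM and 0.81 in AM roots. A batch shared by AM and NM roots at 27 h would also give the same direction, so that such a batch was not excluded. These predictions were written before their results were seen. A response of roots to 27 h of salt, shared by AM and NM plants, may underlie the pattern, but this remains a hypothesis. It was not told apart from a batch shared by the roots at 27 h. For the 82 upregulated unigenes it was also not told apart from reads of another organism or material. Paralogs, GC content, transcript length and mislabelling were not tested, 0 unigenes passed when any of the 4 samples was left out, and the difference between AM and NM roots at 27 h had 0 interaction genes.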

How the results depend on the processing

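All alternatives were chosen before the processed files arrived, and all were run. Of 72 results, 7 kept the same call under every alternative, in that none of these 7 passed the threshold in any fit. They were the correlation of joined hub genes and the scores for carotenoid biosynthesis and for glycine, serine and threonine metabolism. The others were the AM effects of Cluster-45083.134446, Cluster-45083.139493, Cluster-45083.140006 and Cluster-45083.236039. Their values did move. With TMM-normalized log2 CPM the carotenoid score went from 0.0833 to 0.2000, and the glycine, serine and threonine score from 0.1747 to 0.3174. The difference of Cluster-45083.236039 was -0.1413 in the main setting and -0.5283 with a pseudocount of 0.1. It was 0.0000 without replicate 2 of the NM shoots at 27 h. Where a unigene has no count in a group, the exact test gives no finite log2 fold change and no value is listed.

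The numbers of DEGs depended on the test. For AM against NM plants at 0 h (shoots, roots), salt against 0 h in AM plants (shoots 3 h, roots 3 h, shoots 27 h, roots 27 h), AM against NM under salt (shoots 3 h, shoots 27 h, roots 3 h, roots 27 h) and salt against 0 h in NM plants (shoots 3 h, shoots 27 h, roots 3 h, roots 27 h), the exact test gave 2735, 2210, 1681, 896, 1217, 1281, 866, 1305, 933, 1272, 585, 670, 732 and 2184. DESeq2's Wald test gave 2662, 1702, 1256, 742, 1169, 1078, 658, 1048, 1053, 2156, 415, 432, 485 and 3568. With all 12 samples of the tissue in the fit, the numbers that moved were 2020, 595, 300, 7, 449, 255, 35 and 429 for the first 8, and 4, 6, 1 and 1017 for NM plants. The quasi-likelihood test estimates the error of each unigene from few degrees of freedom, which a fit of 12 samples raises and which the other tests do not count in the same way. Whether this caused the differences was not tested. On simulated counts, edgeR recovered 96% of the changed genes, DESeq2 93% and the exact test 70.5%. Without a filter on counts, the numbers were 6451 for AM against NM shoots at 0 h, 200 and 5630 for AM shoots at 3 and 27 h against 0 h, 5541 for AM against NM shoots at 27 h, 579 for AM against NM roots at 3 h, 44 and 3736 for NM shoots at 3 and 27 h, and 0 for NM roots at 27 h, since unigenes with few counts then enter the shared variance.

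DEGs outside the 0 h circle (up and down, shoots 3 h, shoots 27 h, roots 3 h, roots 27 h) were 331, 407, 448, 602, 505, 336, 595 and 553 with the exact test, and 230, 273, 317, 419, 553, 322, 1059 and 904 with DESeq2. With all 12 samples they were 7, 12, 88 and 153 in shoots.

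Interaction genes in shoots at 3 and 27 h and in roots at 3 and 27 h were 5033, 4485, 11 and 26 without a filter on counts. With only the 8 samples of the 4 groups, they were 59, 1 and 0 for the first 3. With the replicate number as a block, a pairing for which samples with the same number had a mean r of 0.0027 in shoots and 0.0172 in roots (highest 0.0768 and 0.3495), they were 1, 6 and 0, and the DEGs were 0 in AM against NM shoots at 0 h and 0 in NM roots at 27 h. A block also takes a residual degree of freedom from each fit, and the fall was not divided between this and variation shared by samples with the same number, which single pairs of roots show.

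The lowest replicate correlation was 0.9134 with FPKM without a log and 0.7504 with a pseudocount of 0.1. It was 0.6399 as Spearman's rho and 0.7708 among unigenes with an FPKM above 1. As r squared it was 0.7474, which only squares the main value. The reasons for the other changes were not tested. In the clustering, 6 groups had nearest replicates with a pseudocount of 0.1. With all 75618 unigenes of a mean FPKM above 1 in place of the 247 DEGs, 3 had. The genes for the network were 7764 with the exact test, 3555 with all 12 samples and 80 with a mean FPKM above 2 in every group. The scale-free R2 was 0.1185 with log2(mean FPKM + 1), 0.3548 with all 24 samples and 0.6130 with the exact-test DEGs, which gave 5 modules.

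With 6 group means, the eigengene's r with AM inoculation was 0.9277 in shoots and 0.6489 in roots, and no longer passed because only 8 arrangements remain. A pseudocount of 0.1 moved the scores past the threshold for antenna proteins (0.2216) and carbon fixation (0.1712) and reversed oxidoreductase activity (-0.0832). TMM-normalized log2 CPM did so for antenna proteins (0.3973), carbon fixation (0.3074), glyoxylate (0.4163) and alanine, aspartate and glutamate (0.3774), reversed ascorbate (0.0714), and gave 5 genes of Table S7 past the threshold. TMM scales each sample by a factor that the FPKM values lack, which could shift AM against NM shoots as a whole, and this was not tested.

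Leaving out each replicate in turn, the DEGs ranged from 0 to 5 in AM against NM shoots at 0 h, from 0 to 9 in AM against NM shoots at 3 h, from 0 to 5, 0 to 4 and 0 to 4 in NM shoots at 3 h, NM shoots at 27 h and NM roots at 3 h, and from 0 to 0 in NM roots at 27 h. Interaction genes ranged from 0 to 37 and from 2 to 53 in shoots at 3 and 27 h, and from 0 to 23 and from 0 to 13 in roots. The eigengene's r with salt ranged from -0.3282 to 0.2041 in shoots, with 3 fits reversed (0.1246, 0.2041 and 0.0032), and from -0.5557 to -0.0357 in roots. The scores ranged from 0.3755 to 0.4324 for photosynthesis, 0.1352 to 0.2249 for antenna proteins, 0.1542 to 0.2087 for carbon fixation, 0.1887 to 0.2742 for glyoxylate, 0.1746 to 0.2610 for alanine, aspartate and glutamate, -0.1005 to 0.0015 for ascorbate (reversed at 0.0015), 0.1562 to 0.2031 for oxidation-reduction, 0.1931 to 0.2492 for photosynthetic membrane and 0.2201 to 0.2916 for iron ion binding. Between 0 and 5 genes of Table S7 passed. Among single genes, 4 rows became weaker and 12 stronger under other settings, and 24 weaker and 13 stronger with a replicate left out.

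With 2 samples per group, the smallest permutation p over the times is 0.0093. Little can be said of unigenes with a low FPKM, such as catalase Cluster-45083.134446 and TCP21, and depth was not tested as the reason. TCP21 had an FPKM above 0 only in samples at 27 h that shared unigenes counted in no other sample.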

Differences from the paper's values

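The number of DEGs between AM and NM plants at 0 h was 24 in shoots and 0 in roots, against the paper's 2797 and 2486. Of the alternatives set before the files arrived, the exact test (2735 and 2210) and DESeq2's Wald test (2662 and 1702) came within 1.5 times the paper's values, as did the fit of all 12 samples of the tissue in shoots (2020) but not in roots, and none of the others did.

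In AM plants under salt, the paper's numbers of DEGs are 1188 in shoots and 684 in roots at 3 h, and 1049 in shoots and 1200 in roots at 27 h, and edgeR gave 0 in each. The exact test (1681, 896, 1217 and 1281) and DESeq2's Wald test (1256, 742, 1169 and 1078) came within 1.5 times the paper's values, and none of the other alternatives did.

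Outside the 0 h circle in shoots, the paper's numbers are 238 upregulated and 280 downregulated at 3 h, and 459 and 438 at 27 h, against 0 in each with edgeR. The exact test (331, 407, 448 and 602) and DESeq2's Wald test (230, 273, 317 and 419) came within 1.5 times the paper's values, and none of the other alternatives did.

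The lowest correlation between replicates was 0.8645, against the paper's 0.74. With a pseudocount of 0.1 it was 0.7504, as r squared 0.7474 and among unigenes with an FPKM above 1 0.7708, each within 1 SD (over the 12 groups, under the same setting) of the paper's value, while FPKM without a log and Spearman's rho did not close the gap.

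The network held 246 genes, against the paper's 10371, and with the DEGs of the exact test 7764, the only alternative within 1.5 times. The scale-free R2 at a power of 9 was 0.1940 against the paper's 0.9, and 0.6130 with the exact-test DEGs, the only alternative within 1.5 times. The number of modules was 1 against the paper's 5, and the exact-test DEGs, again the only alternative that closed the gap, gave 5.

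For other statements of the paper, the values here were as follows. The paper names MYB as the largest family of transcription factors among the hub genes, and Table S5 lists 11 WRKY and 9 MYB factors. The paper describes the blue module as positively related to salt, and the eigengene of its listed genes had r = -0.0862 with salt in shoots (exact permutation p = 0.4978) and r = -0.2929 in roots (exact permutation p = 0.2178). Neither sign was established, and in shoots r was 0.2733 without the 2 samples farthest from the median. The paper describes superoxide dismutase genes as higher in AM plants. The nickel-containing gene had a difference of -0.2239 in shoots, which did not pass the correction (exact permutation p = 0.0185, adjusted p = 0.0556). The copper/zinc gene was 0.2207 higher in AM shoots, which did not pass either (exact permutation p = 0.0741, adjusted p = 0.0889). The paper counts ascorbate and aldarate metabolism among the enriched pathways. Its enrichment p-value in Table S4 is 0.0158 before and 0.0921 after correction.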

Other observations

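AM and NM shoots had more DEGs at 0 h (24) than at 3 or 27 h (0 each). If the deeper sequencing of the AM samples at 0 h were the source, thinning every sample to 15118444 counts would remove the excess. After thinning the number at 0 h was 188, against 4 at 3 h and 0 at 27 h. If a difference between sequencing batches were the source, the changes between AM and NM plants would resemble each other in shoots and roots at 0 h, when both tissues had the lowest error rate. Their correlation across unigenes was 0.0994 at 0 h, 0.0808 at 3 h and -0.0015 at 27 h, and the excess of 0.1009 over 27 h was just past the 0.1 set beforehand. At 3 h, when AM roots no longer had the lowest error rate, the correlation of 0.0808 was close to that at 0 h. A batch difference does not predict this closeness. A batch difference remains a candidate explanation beside an effect of inoculation, and the correlations did not decide between them.

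Unigenes counted only in the AM samples with the lowest error rate were noticed in the named genes, and the predictions for them were written after that. Counted in all 6 samples of AM shoots and roots at 0 h and AM shoots at 3 h, and in none of the other 18, were 3 unigenes, one of them a DEG of AM against NM shoots at 0 h (Cluster-45083.136099). Of the 220 ways to take 3 groups, this was the only one with as many, and the highest of the others was 0. Against library depth, 0 unigenes were counted in these samples and in the deepest other sample only, which is deeper than 5 of the 6. A difference between sequencing batches may be the source, since neither tissue nor time alone separates these groups. The unigenes held at most 0.0026% of the counts of a sample.

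Transcripts of the fungus in the inoculated roots would be counted in AM roots and not in NM roots. Only 1 unigene had at least 10 counts in all 6 AM root samples and none in NM roots, and 0 had the reverse pattern. It was also counted in shoots and had a median FPKM of 0.2050 in AM roots. Of the 216 arrangements of the AM labels within times, 54 gave as many. At least 20 times higher in every AM root sample than in any NM root sample was 1 unigene, with 1 in the reverse direction, and 61 of the 216 arrangements gave as many. No sign of fungal transcripts was thus found by these tests, and the paper does not state which side of the divided roots was sequenced.

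At 27 h, 1 replicate of each group counted more unigenes than the other. Library depth was tested by thinning, a prediction written after the counts were seen, and the smallest excess was then still 5511. Reads from another organism or another material would add unigenes shared by the 4 samples. There were 6131 unigenes counted in all 4 and in none of the other 20 samples, where the median over the 16 ways to take 1 sample of each 27 h group was 1 and the next highest 12. They held 0.1244 and 0.1024% of the counts in the AM and NM shoot sample, and 0.5531 and 1.0478% in the AM and NM root sample. The 4 samples come from both inoculations and both tissues, so that the design gives no biological explanation, and material shared between these samples may be one. The unigenes were not identified, because their sequences were not analysed here.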
